# Analysis of Transcriptional Responses of the Inflorescence Meristems in *Jatropha* *curcas* Following Gibberellin Treatment

**DOI:** 10.3390/ijms19020432

**Published:** 2018-02-01

**Authors:** Wen-Kai Hui, Yi Wang, Xiao-Yang Chen, Mohamed Zaky Zayed, Guo-Jiang Wu

**Keywords:** *Jatropha curcas* L., gibberellin, transcriptome, inflorescence meristems, DEGs

## Abstract

*Jatropha curcas* L. seeds an oilseed plant with great potential for biodiesel production. However, low seed yield, which was limited by its lower female flowers, was a major drawback for its utilization. Our previous study found that the flower number and female-to-male ratio were increased by gibberellin treatment. Here, we compared the transcriptomic profiles of inflorescence meristem at different time points after gibberellic acid A3 (GA_3_) treatment. The present study showed that 951 differentially expressed genes were obtained in response to gibberellin treatment, compared with control samples. The 6-h time point was an important phase in the response to exogenous gibberellin. Furthermore, the plant endogenous gibberellin, auxin, ethylene, abscisic acid, and brassinolide-signaling transduction pathways were repressed, whereas the genes associated with cytokinin and jasmonic acid signaling were upregulated for 24-h time point following GA_3_ treatment. In addition, the floral meristem determinacy genes (*JcLFY*, *JcSOC1*) and floral organ identity genes (*JcAP3*, *JcPI*, *JcSEP1-3*) were significantly upregulated, but their negative regulator (*JcSVP*) was downregulated after GA_3_ treatment. Moreover, the effects of phytohormone, which was induced by exogenous plant growth regulator, mainly acted on the female floral differentiation process. To the best of our knowledge, this data is the first comprehensive analysis of the underlying transcriptional response mechanism of floral differentiation following GA_3_ treatment in *J. curcas*, which helps in engineering high-yielding varieties of *Jatropha*.

## 1. Introduction

*Jatropha curcas* L. (Euphorbiaceae) is a native species of South America [1]. Depending on geographic and climatic conditions, up to 60% of oil in *Jatropha* seeds can be used directly or in transesterified form as a biodiesel [2,3]. However, its utilization as bio-energy plant was limited by its low seed yield, which was caused by low number female flowers [4,5]. Thus, seeking a useful way to improve the fruit yield and uncovering the underlying reasons associated with floral differentiation in *J. curcas*, especially female floral differentiation, were critical for the improvement of the cultivation of high-yielding *J. curcas* germplasms.

Recently, researchers reported that the fruit yield of *J. curcas* could be improved by applying plant growth regulators [4,5,6,7]. Our previous study found that spraying gibberellin acid A3 (GA_3_) onto the inflorescence meristems of *J. curcas* could significantly increase the number of female and male flowers and the female-to-male flower ratio, which was benefit to an increase in fruit yield [8]. Gibberellins (GAs) play a major role in the network of floral induction pathways [9], it also acts very important regulated roles in the female flower differentiation process [10]. In GAs biosynthesis and catabolism pathways, the bioactive GAs, including GA_1_ and GA_4_, could be catalyzed by GA 20-oxidases (GA20OX) and GA 3-oxidases (GA3OX), but the bioactive GAs can be converted to inactive forms by GA 2-oxidases (GA2OX) [11]. The number of flowers could be decreased by the overexpression of *JcGA2OX6* in *J. curcas* [12].DELLA proteins were nuclear negative regulators to repress GA signaling. The GAs receptor, GID1 (GA Insensitive Dwarf 1), could achieve GAs signaling transduction by degrading DELLA proteins [13]. The fruit yield was also increased by exogenous GAs treatment in some species [14,15]. Furthermore, the exogenous GAs treatment could regulate the expression of DELLA proteins, GID1, and GA oxidases to influence the endogenous GA biosynthesis and signaling transduction pathways [16]. To date, these key genes related to the endogenous GA biosynthesis and signaling transduction pathways were few described in *J. curcas*.

Moreover, phytohormones showed complex interaction networks to regulate the floral differentiation process. IAA (Auxin) plays a major role in multiple biosynthesis pathways regulating floral development [17]. CTK (Cytokinin) was known to contribute to grain yield by affecting the source/sink transition in rice and *J. curcas* [18,19], and ABA (Abscisic acid) signaling transduction pathway could be repressed by exogenous CTK treatment in *J. curcas* [19]. JA (Jasmonic acid) is required for pollen maturation, which could be blocked without JA biosynthesis in *Arabidopsis* [20].The exogenous GAs treatment not only affected the endogenous GAs signaling, but also influenced the other phytohormones-signaling transduction pathways, and their co-regulated factor was the DELLA proteins [21]. In addition, GA could regulate the floral differentiation by interacting with MADS-box transcription factors, which play vital regulatory roles in the floral organ differentiation process [16]. There were 107 members related to MADS-box genes, which were clustered into class A, B, C, D and E to co-determine the fate of floral organ primordium by the complex crosstalk network [22]. GAs signaling could promote the expression of *FLOWERING LOCUS TIME* (*FT*), *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*) and *LEAFY* (*LFY*) in inflorescence meristem to stimulate early flowering in *Arabidopsis* [23,24,25]. The MADS-box transcription factor *SHORT VEGETATIVE PHASE* (*SVP*), a critical inhibitor of flowering, could delay flowering by repressing GA biosynthesis [26]. A cucumber DELLA homolog *CsGAIP* could decrease the transcription of B class homeotic genes *APETALA3* (*AP3*) and *PISTILLATA* (*PI*) to inhibit floral development in *Arabidopsis* [27]. However, the information regarding large-scale transcriptome alterations in response to exogenous GAs application in *J. curcas* remains scarce.

Therefore, the present study was conducted to compare the transcriptomic profiles of inflorescence meristems in different time points after gibberellin treatment using Illumina Hiseq 4000 platform to uncover the underlying transcriptional response mechanism of floral differentiation in *J. curcas*. The significant enrichment metabolic pathways related to floral differentiation, differentially expressed genes (DEGs) involved in the biosynthesis and signaling of gibberellins and the other phytohormones, and MADS-box transcription factors after GA_3_ treatment were also identified. This study will provide insights for determining the mechanism of gibberellins action on floral differentiation in *J. curcas*.

## 2. Results

### 2.1. Morphological Observation after GA_3_ Treatment

In order to ascertain the effects of 40 mg/L GA_3_ treatment on inflorescence meristems (about 0.5 cm in diameter), the morphological analyses were conducted on *Jatropha* inflorescence treated with working solution bearing or lacking GA_3_, respectively. The length of inflorescence (BL) was significantly increased at 22 days after GA_3_ treatment, whereas the diameters of female and male flower (FD and MD) were not changed (Figure 1). Moreover, the female floral number (FN), total floral number (F&M), and the ratio of female to male flowers (F/M) were significantly improved after 40 mg/L GA_3_ treatment. In addition, more male flowers were also induced with no significant difference (*p* > 0.05). These results indicated that the floral differentiation could be promoted by exogenous gibberellins application in *J. curcas*, especially female flowers.

### 2.2. Illumina Sequencing of Different cDNA Libraries

After the quality control, 6.27–10.46 G clean reads were produced from eighteen cDNA libraries in this study, respectively (Table S1). The error rate of RNA-seq was only 0.01%, all of the Q30 (Phred score) were more than 93%, and the GC content was more than 42% in each sample. In addition, when mapped to the genome data of *J. curcas*, the alignable reads ranged from 54.39 million (T24_2, 88.16%) to 36.15 million (T6_1, 86.50%) based on clean reads (Table S2). Among the mapped reads, 35.36–53.29 million were uniquely aligned reads, with T24_2 making up the highest percentage (86.39%). Moreover, 8532 novel transcripts were found in present RNA-seq analysis, which could contribute to obtain new genes and exons related to inflorescence meristem differentiation in *J. curcas*.

### 2.3. DEGs Annotation and Enrichment in Response to GA_3_ Treatment

The DEGs were detected in four comparisons, T6 vs. CK6, T12 vs. CK12, T24 vs. CK24, and T48 vs. CK48, to perform the transcriptional response analysis of the inflorescence meristems in *J. curcas*. In total, 951 DEGs were obtained from these four comparisons, and these DEGs were annotated to 43 orthologous terms (Figure 2), including 20 terms involved in biological processes that were mainly associated with DNA replication and macromolecules biosynthesis process, 6 terms involved in cellular components that were significantly annotated to telomerase and thylakoid region, and 17 terms involved in molecular functions that were mainly related to the activity of peptidase and microtubule protein. Furthermore, the 951 DEGs were significantly enriched in protein processing in the endoplasmic reticulum, plant hormone signal transduction, photosynthesis, and flavonoid biosynthesis pathways (Figure 3). It indicated that the more actively biological synthesis and metabolism was showed in *Jatropha* inflorescence after GA_3_ treatment.

In addition, almost equal DEGs number was obtained between up- and down-regulation at each time point (Figure 4). However, the greatest overall number and larger fold change of DEGs were obtained at 6-h time point. Furthermore, GO (Gene Ontology) enrichment showed that the number of DEGs in each category, such as “metabolic process”, “catalytic activity”, “organic substance metabolic process”, “cellular process”, and “primary metabolic process”, were highest at the 6-h time point (Figure S1).All of these results indicated that 6-h time point may be an important phase in the response to exogenous gibberellins in *J. curcas*.

Moreover, there were 23 DEGs co-detected in the four comparisons (Figure 5a). Three DEGs of them, JC12650, Novel00988, and Novel00596 (Novel means a new transcript) were upregulated at 6 and 12-h time points, and the Novel00596 was still upregulated in the following time points (Figure 5b), but no homologous sequence of these three genes was isolated in TAIR10 protein database (Table 1), which suggested that these sequences may be some specific genes involved in response to GA_3_ treatment in *Jatropha* inflorescence meristems. Furthermore, JC06413 (*JcTT4*), JC06540 (*JcTT6*), and JC22745 (*JcTT7*) were annotated to flavonoid biosynthetic process, and upregulated at 6-h and 12-h time points, respectively. An important transcription factor associated with the transitions from vegetative to reproductive growth, *JcLFY* (JC26359), was identified in these 23 DEGs library, and it was also upregulatedat 6-h and 12-h time points. Interestingly, eight DEGs were only significantly upregulated at 24-h time point after GA_3_ treatment, JC02534, JC08649, JC08881, JC08882, JC08884, JC08888, JC15089, and JC26020 (Figure 5b). The Blastx with TAIR10 protein database showed that these genes were mainly related to phosphorylase superfamily proteins, which indicated that 24-h point may be the other important phase in the response to exogenous gibberellins.

### 2.4. DEGs Involved in Gibberellin Biosynthesis, Metabolism and Signaling

Based on the above analysis, the DEGs library was significantly enriched in plant hormone signal transduction pathways (Figure 3). In order to obtain more information about these details, 12 DEGs were identified to perform the further analysis involved in GA biosynthesis, metabolism and signaling pathways. Based on the Blastx with TAIR10 protein database, two DEGs related to bioactive GA formation (Figure 6a, Table 2), JC04894 (*JcGA20OX1*) and JC04895 (*JcGA20OX2*), were not shown differential expression until 24-h time point after GA_3_ treatment (Figure 6c). However, the DEGs encoding GA-inactivating enzymes, *JcGA2OX2* and *JcGA2OX8,* were upregulated at different time points after GA_3_ treatment, especially JC21273 (*JcGA2OX8*). It indicated that the endogenous gibberellin production was reduced by exogenous GA_3_ application in *J. curcas*.

The GA-GID1-DELLA complex was mediated via the binding of GA to GID1, which caused a rapid degradation of DELLAs through the ubiquitin-proteasome pathway (Figure 6b). The SLY1/GID2, a specific ubiquitin E3 ligase complex, was required to recruit DELLA protein for the subsequent degradation by the 26S proteasome. After that, the GA signaling could be transmitted into the following pathways. In the present study, two *Jatropha* ortholog genes encoding a GA receptor, JC22004 (*JcGID1B*) and JC23405 (*JcGID1C*), were screened in the DEGs dataset after GA_3_ treatment (Table 2). Furthermore, *JcGID1B* was downregulated at each time point following GA_3_ treatment, while the *JcGID1C* was not shown differential expression in T6 vs. CK6 and significantly downregulated at the 12 and 24-h time points (Figure 6c). Additionally, two DEGs involved in GA signal transduction pathways, JC01849 (*JcZAR1*) and JC23160 (*JcPAP3*), were also downregulated after GA_3_ treatment. Meanwhile, JC20657 (*JcRGL1*), a gene encoding the DELLA protein, was upregulated at 12 and 48-h time points after GA_3_ application. These results suggested that exogenous GA_3_ reduced the endogenous gibberellin activity by downregulating GA receptor genes and upregulating suppressors of GA signaling.

### 2.5. Gibberellin-Regulated DEGs Involved in the Signaling of Other Phytohormones

Signaling pathways of phytohormones showed complex interaction networks to regulate floral differentiation in plants. In order to understand the roles of other phytohormones in inflorescence meristems in response to GA application, we identified homologous genes related to various hormonal transduction pathways in the 951 DEGs library by Blastx with TAIR10 database. In total, 20 DEGs were obtained to conduct the further analysis associated with auxin (IAA), cytokinin (CTK), jasmonic acid (JA), ethylene (ETH), abscisic acid (ABA), and brassinosteroid (BR)-signaling transduction pathways (Table 3). Nine DEGs were involved in auxin-activated signaling pathway (Table 3), and eight of them: JC08238 (*JcARF5*), JC06232 (*JcIAA14*), JC21840 (*JcIAA14*), JC23499 (*JcIAA4*), JC00759 (*JcGH3.6*), JC02272 (*JcIAA14*), JC14244 (*JcARF18*), and JC19628 (*JcSAUR12*) were significantly downregulated at 6 and 48-h time points after GA_3_ treatment (Figure 7a), whereas only JC16280 (*JcGH3.2*), a downstream gene of IAA-signaling pathway, was significantly upregulated at 6 and 48-h time points. It indicated that the antagonistic interactions were existed between GA and IAA in the development of inflorescence meristems in *J. curcas*.

Two DEGs, JC23402 (*JcAHP1*) and JC17975 (*JcHK3*), were involved in cytokinin-activated signaling pathway (Table 3), and both of them were upregulated at 6 and 12-h time points (Figure 7a). *JcAHP1*, a gene encoding the histidine phosphotransfer protein 1, was the vital factor related to the CTK signaling transduction from cytoplasm to nucleus. *JcHK3*, a gene encoding the histidine kinases, acted as the cytokinin sensor in CTK signaling pathways. The upregulation of these genes could significantly enhance the cytokinin signaling after GA_3_ application.

Meanwhile, three DEGs, JC14204 (*JcMYC4*), JC12669 (*JcMYC2*), and JC23114 (*JcJAZ10*), were associated with jasmonic acid-signaling pathway. Similarly with the CTK signaling after GA_3_ application, JC14204 (*JcMYC4*) and JC12669 (*JcMYC2*) were upregulated at 6 and 12-h time points (Figure 7a), which were related to Jasmonic acid-activated signaling pathway (Table 3). However, JC23114 (*JcJAZ10*), a gene encoding jasmonate ZIM-domain (JAZ) proteins, which was a key negative regulator of JA signaling, was upregulated at 6-h time point after GA_3_ treatment. These results indicated that the intricate agonistic interactions were shown between GA and JA in the differentiation of inflorescence meristems in *J. curcas*. The exogenous gibberellin could induce the endogenous jasmonicacid-signaling pathway within a certain range.

Based on the Blastx with TAIR10 database, three DEGs were related to ethylene-signaling transduction pathway (Figure 7a). JC13342 and JC07165 were annotated to *Jatropha* orthologs of *EBF1*, which was involved in the negative regulation of ethylene-activated signaling pathway (Table 3). Both of them were upregulated at 6-h time point after GA_3_ treatment (Figure 7a). Furthermore, JC17700 (*JcERF1*), a key ethylene-responsive transcription factor, was significantly downregulatedat 6-h time point, and then it was not detected differential expression at the following time points after GA_3_ treatment. These results indicated that a negative crosstalk was shown between GA and ETH-signaling pathways in *J. curcas*.

Moreover, two DEGs, JC14274 (*JcPYL9*) and JC02934 (*JcHAI2*), were involved in abscisic acid-signaling transduction pathway (Table 3). JC14274 (*JcPYL9*), an ABA receptor belongs to *PYR1-like*, was associated with abscisic acid-activated signaling pathway. JC02934 (*JcHAI2*), a gene encoding the protein phosphatase 2C, was a negative regulator of ABA signaling. Both of them were downregulated at 6-h time point after GA_3_ treatment (Figure 7a), whereas JC02934 (*JcHAI2*) was significantly upregulated at 12 and 48-h time points. In addition, one DEG, JC22124 (*JcCYCD3*), was detected and annotated to brassinosteroid-signaling transduction pathway. It was downregulated at 6 and 12-h time points after GA_3_ application (Figure 7a).These results implied that ABA and BR signaling was repressed in the inflorescence differentiation process of *J. curcas* after exogenous GA_3_ treatment.

### 2.6. MADS-Box Transcription Factor in Response to GA_3_ Treatment

Gibberellin could regulate the floral differentiation by interacting with MADS-box transcription factors, which play vital regulatory roles in the floral organ differentiation process. 11 differentially expressed GA-responsive transcription factors were identified in the present study (Table 4).

Based on the Blastx with TAIR10 database, two DEGs, JC15882 and Novel00351, were annotated to *Jatropha* orthologous *SVP*, a negative regulator of flowering. Both of them were downregulated at 6 and 48-h time points after GA_3_ treatment (Figure 7b). However, JC26359 (*JcLFY*), a positive regulator of flowering, was significantly upregulated at 6, 12, and 48-h time points. Meanwhile, *JcSOC1* (JC14482), an upstream gene of *JcLFY*, was also upregulated at 24-h time point after GA_3_ treatment. It indicated that the flowering time could be accelerated by exogenous GA_3_ treatment in *J. curcas*, which was consistent with the previous studies [28,29].

Additionally, floral organ identity genes played important roles in floral sex differentiation process. In our previous study, ABCDE model was formulated to regulate the floral organ identification in *J. curcas* [30]. In this study, 3 DEGs of E-function, JC11754, JC25593 and JC17987, were isolated and annotated to *JcSEP1*, *JcSEP2*, and *JcSEP3*, respectively (Table 4). All of them were upregulated at 6 and 12-h time points, whereas they were downregulated at 24-h time point (Figure 7b). Moreover, 3 DEGs of B-function, JC04507 (*JcAP3*), JC13660 (*JcAP3*), and JC12153 (*JcPI*) were identified in the 951 DEGs library. Similarly with the DEGs in class E, JC13660 and JC12153 were significantly upregulated at 6 and 12-h time points and downregulated at 24-h time point (Figure 7b). It indicated that exogenous GA could promote the B- and E-function transcription factor, which might be a reason that the floral number was increased after GA_3_ treatment.

### 2.7. DEGs Involved in Male and Female Floral Differentiation

In order to obtain more information about the DEGs involved in male and female floral differentiation after GA_3_ treatment, the 951 DEGs detected in the present study was combined with our previous transcriptome dataset (Gene Expression Omnibus number: GSE102894) related to floral sex differentiation process [30], including male floral initiation stage (STD1 vs. IND, IND was the stage of inflorescence meristems, and STD1 was the stage of male floral initiation), male floral development stage (STD2 vs. STD1, STD2 was the stage of ten complete stamens formed), female floral initiation stage (PID1 vs. IND, PID1 was the stage of female floral initiation), and female floral development stage (PID2 vs. PID1, PID2 was the stage of complete carpel and ovary formed).

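The floral sex differentiation dataset held RNA-seq values of 5 stages of *J. curcas* with 1 library per stage, so the differences between stages have no replicate check. The labels give the age of the plants as 3 years. IND was the inflorescence meristem, from inflorescences of 0.5 cm diameter. STD1 and PID1 were male and female floral initiation, STD2 was the stage of 10 complete stamens and PID2 that of complete carpel and ovary. The authors deposited 1 value per gene and library, which was read as FPKM (fragments mapped to a gene, divided by its length and by the fragments of the library and scaled by a fixed factor), the unit the paper names for its GA_3_ libraries. In all, 28608 genes were listed, including transcripts outside the genome annotation. A value above 0 in at least 1 library was found for 22961 genes. FPKM is a whole number of reads divided by the gene length and the library total, so reads were recovered from the values. They came out whole for all of these genes. Integer gene lengths were solved for as well, so this does not by itself show the reads right. In simulated libraries, reads were recovered exactly for 98.46% of the genes with simulated reads. The recovered totals were 19453357 reads for IND, 16628820 for STD1, 19741356 for STD2, 16439924 for PID1 and 17970610 for PID2. At these depths 3 reads on a gene of 1000 bases correspond to between 0.152 FPKM in STD2 and 0.182 FPKM in PID1. Genes were compared on the scale of log2(FPKM + 1), which understates the change of low genes. A gene was counted when it reached an FPKM of 1 in either library of a comparison and its absolute log2 fold change was above 1. That is the fold-change threshold the paper gives for its GA_3_ comparisons. No p-value was computed for this count. The files list genes by locus tags and the paper lists them by JC numbers, and the files do not pair them, so the genes that the paper names are not followed in these values. The GA_3_ libraries and the paper's full list of DEGs after GA_3_ treatment were not analysed here. The number of genes depended on the fold-change threshold: 2174 genes passed in STD1 vs. IND at an absolute log2 fold change above 1 and 406 at one above 2.

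**Figure D1:**
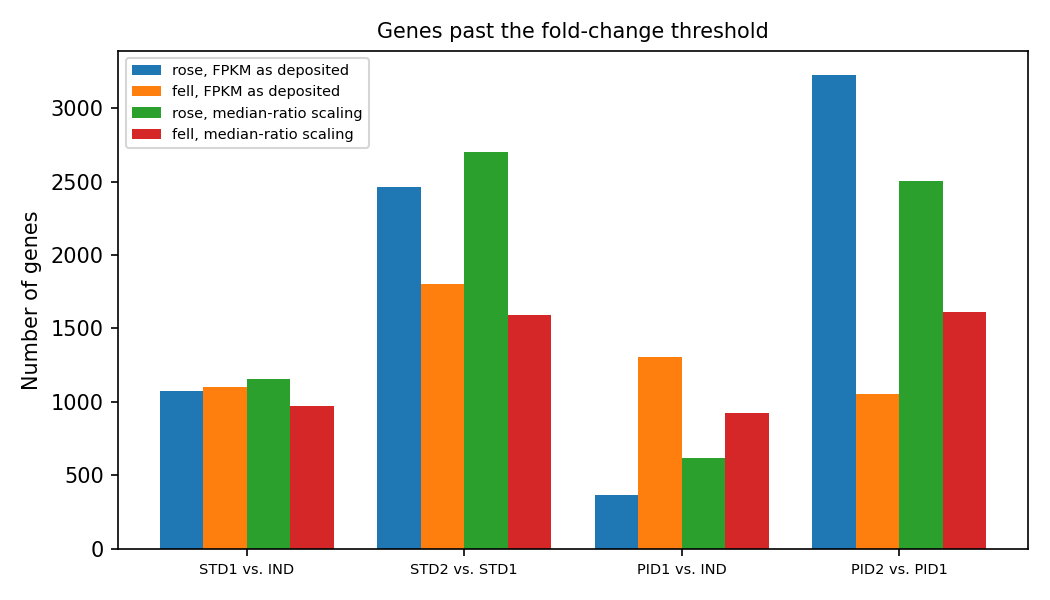
Number of genes that rose and fell past an absolute log2 fold change of 1 in each comparison (1 library per stage), with FPKM as deposited and after each library was rescaled by its median ratio to the geometric mean of the libraries. The y-axis gives the number of genes and the x-axis the comparison, and in PID1 vs. IND the bars stand at 366 genes that rose and 1304 that fell as deposited and at 617 and 924 after rescaling, while in STD1 vs. IND the larger bar turns from genes that fell to genes that rose.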

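In STD1 vs. IND, 18016 genes reached an FPKM of 1 in either library and 2174 of them passed the fold-change threshold. Of these, 1072 rose and 1102 fell in STD1, while 1158 rose and 975 fell after median-ratio scaling. The set that passed in STD1 vs. IND and in none of the other 3 comparisons held 498 genes, with 268 that rose and 230 that fell. With a pseudocount of 0.1 in place of 1, this set held 543 genes, of which 266 rose and 277 fell. The overlap of this set with the DEGs after GA_3_ treatment was not computed here.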

The results showed that 55 DEGs were isolated and associated with male floral initiation after GA_3_ application (Figure S2). Four DEGs of them (JC11710, JC18282, JC20688, JC21298) were significantly annotated to flavonoid biosynthetic process by KEGG enrichment analysis (Figure S3a). Interestingly, these DEGs were mainly upregulated both in T6 vs. CK6 and STD1 vs. IND. Moreover, 32 DEGs were co-detected in the DEGs libraries of GA_3_ treatment and STD1 vs. IND and STD2 vs. STD1, and 54 DEGs were identified both in the DEGs libraries of GA_3_ treatment and STD2 vs. STD1 (Figure S2). 

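In STD2 vs. STD1, 4265 genes passed the threshold, of which 2465 rose and 1800 fell in STD2. The set that passed in STD1 vs. IND and in STD2 vs. STD1 but in neither female comparison held 426 genes. Of these, 356 rose and 70 fell in STD1 vs. IND, and 411 of them (96.5%) changed in the opposite direction in STD2 vs. STD1. Both comparisons contain the STD1 library, with opposite signs, and with exclusivity within the same sex the share was 88.2% of 1007 genes. The set that passed in STD2 vs. STD1 alone held 1573 genes, with 678 that rose and 895 that fell. This direction depended on the scaling of the libraries, since after median-ratio scaling the set held 1639 genes, of which 969 rose and 670 fell. With a pseudocount of 1, the largest rise over the 4 comparisons was that of JCGZ_15033, from 2.46 FPKM (13 reads) in STD1 to 9492 FPKM (59586 reads) in STD2, a log2 fold change of 11.42. JCGZ_17873 rose from 0.514 FPKM (3 reads) to 3334 FPKM (23100 reads), a log2 fold change of 11.10. With a pseudocount of 0.1 the log2 fold change of JCGZ_17873 was the larger of the pair (12.41 against 11.86). The rises of this pair were not confined to the male libraries. From PID1 to PID2, JCGZ_15033 rose from 8.03 to 4081 FPKM and JCGZ_17873 from 3.47 to 1739 FPKM. The largest fall with a pseudocount of 1 was that of JCGZ_26148, from 1588 FPKM (7525 reads) in STD1 to 3.38 FPKM (19 reads) in STD2, a log2 fold change of -8.50. From counting error alone, the 95% Clopper-Pearson interval of the log2 ratio without a pseudocount ran from 11.14 to 12.82 for JCGZ_15033, from 11.12 to 14.94 for JCGZ_17873 and from -9.61 to -8.23 for JCGZ_26148. Such intervals do not cover the variation between plants.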

KEGG enrichment showed that these genes were mainly involved in DNA replication, protein biosynthesis, and sugar metabolism pathways (Figure S3b), indicating that these genes were contributed to the male flower development after GA_3_ treatment.

There were 16 DEGs co-detected in the DEGs libraries of GA_3_ treatment and PID1 vs. IND (Figure S2). 

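In PID1 vs. IND, 1670 of the 17787 genes that reached an FPKM of 1 in either library passed the threshold. Of these, 366 rose and 1304 fell in PID1. The numbers in each direction depended on the scaling of the libraries, and after median-ratio scaling 617 rose and 924 fell. The set that passed in PID1 vs. IND and in none of the other 3 comparisons held 203 genes, with 18 that rose and 185 that fell. After median-ratio scaling it held 165 genes, with 42 that rose and 123 that fell. With a pseudocount of 1, the largest fall in this comparison was that of JCGZ_08886, which had 173.0 FPKM (929 reads) in IND and was listed at 0 in PID1, a log2 fold change of -7.44. In STD1 it had 12.9 FPKM (59 reads), so it was lower than in IND there too. It had 0.184 FPKM (1 read) in STD2 and 19.2 FPKM (95 reads) in PID2, so the near loss was not confined to PID1. At the depth of PID1, 3 reads on this short gene of 276 bases correspond to 0.661 FPKM. For the log2 ratio without a pseudocount, the upper bound of the 95% Clopper-Pearson interval was -7.73, from counting error alone.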

Based on the KEGG enrichment analysis (Figure S4a), two DEGs of them, JC23402 (*JcAHP1*) and JC04692 (*JcPIN3*), were significantly associated with CTK and IAA signal transduction pathways, respectively (Table 3). In addition, eighteen DEGs were isolated both in the DEGs libraries of GA_3_ treatment and PID1 vs. IND and PID2 vs. PID1, while one hundred and ten DEGs were obtained in the DEGs libraries of GA_3_ treatment and PID2 vs. PID1. 

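In PID2 vs. PID1, 4283 genes passed the threshold, of which 3227 rose and 1056 fell in PID2. After median-ratio scaling, 2507 rose and 1611 fell. The set that passed in PID1 vs. IND and in PID2 vs. PID1 but in neither male comparison held 379 genes. With FPKM as deposited, 321 of them fell in PID1 and then rose in PID2 and 58 rose and then fell. After median-ratio scaling the set held 309 genes, of which 166 fell and then rose and 142 rose and then fell. Both comparisons contain the PID1 library, with opposite signs. With exclusivity within the same sex, 94.5% of 1035 genes changed in opposite directions. The set that passed in PID2 vs. PID1 alone held 1401 genes. In that set 851 genes rose and 550 fell with FPKM as deposited, while 537 rose and 915 fell in the set of 1452 genes found after median-ratio scaling.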

The number of these DEGs was about 1.5 times of the corresponding period in male floral differentiation process (Figure S2). 

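Before any overlap with the GA_3_ treatment, the 2 exclusive sets of female floral development held 1780 genes together and those of male floral development held 1999 genes, a female to male ratio of 0.890. Across the alternatives the ratio lay between 0.622, with an absolute log2 fold change above 2, and 1.00, when a gene had to be exclusive only against the other comparison of its own sex. For the same sets the paper's Figure S2, read by eye, gives about 0.82, likewise with fewer female than male genes. The threshold and test behind the sets of that figure are not stated in the paper. The paper overlapped each set with its DEGs after GA_3_ treatment, an overlap not computed here, and states that the number shared with the female sets was larger than that of the corresponding period in male floral differentiation.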

KEGG enrichment showed that these 128 DEGs were significantly related to plant hormone-signaling transduction pathways (Figure S4b). It indicated that the female floral differentiation was significantly involved in plant hormone-signaling transduction pathways after exogenous GA_3_ treatment.

### 2.8. qRT-PCR Validation

To validate the RNA-seq data, 48 DEGs detected by T6 vs. CK6, T12 vs. CK12, T24 vs. CK24, and T48 vs. CK48 were tested by qRT-PCR (Table S3). These genes were selected because of their important function identified in this study, including 20 downregulated genes and 28 upregulated genes. All of them were consistent with the same trend of upregulation or downregulation between the two different expression analysis platforms (Figure 8). The correlation of the two expression measurements was 0.83 between these 48 genes (*R*^2^ = 0.83). In a word, the results of RNA-seq and qRT-PCR were consistent.

## 3. Discussion

GA signaling is one of the important regulated factors in the network of floral induction pathways [9]. Recently, Chen et al. [31] found that the exogenous application of GA_3_ could partially prevent pistil development to generate neutral flowers without stamens and pistils in gynoecious *Jatropha*. However, Makwana et al. [18] found that the female flower and fruit yield could be increased by exogenous GA_3_ in wild *J. curcas*. Our previous study was consistent with the Makwana’s research [8]. From the present study, the female flower number and female-to-male flower ratio were significantly increased after GA_3_ treatment (Figure 1). Therefore, we supposed that whether the application of exogenous GA_3_ to *J. curcas* inflorescences stimulates floral differentiation may be cultivar-dependent.

To advance our understanding of underlying GA-induced responses in *J. curcas*, the transcriptome analysis of *Jatropha* inflorescence meristems were carried out after GA_3_ treatment. We also performed the control samples at the same conditions to remove some genes that were differential expression following the plant growth, but not the GA_3_ treatment between different time points. Moreover, different plant species were given specific response times for various plant growth regulators [32]. In the previous study, GA content of the berry was substantially increased for 24 h following GA_3_ application in grapevine flower [33]. Chen et al. [34] found that the DEGs were significantly increased at 12-h time point after exogenous cytokinin treatment in *J. curcas*. In order to determine the appropriate time point in the present study, we collected the five time point samples from 0 h to 48 h after 40 mg/L GA_3_ treatment in *J. curcas*. Fortunately, 6.27–10.46 G clean data were obtained in GA_3_ treated and untreated samples, respectively. 951 DEGs were isolated at the different time points, compared with control samples. In addition, 8532 novel transcripts were found in present RNA-seq analysis, which could contribute to obtain new genes and exons related to inflorescence meristem differentiation in *J. curcas*. Furthermore, we supported that 6-h time point was an important phase in the response to exogenous gibberellin in this study.

Gibberellins regulate various aspects of plant growth and development [35], it also play a major role in the network of floral induction pathways [36]. In the present study, the DEGs annotated to GAs biosynthesis and signaling were further analyzed. We found that *GA20OX1* (JC04894) and *GA20OX2* (JC04895), which catalyzed the formation of bioactive GAs [37], were not detected differential expression until 24-h time points after GA_3_ treatment (Figure 6c). In contrast, the genes encoding GA2OX, a major GA inactive catabolic oxidase [11], were upregulated after GA_3_ treatment. It indicated that exogenous GA could inhibit the endogenous GA biosynthesis process. This finding was consistent well with previous studies [33,38]. Therefore, we suggested that the content of bioactive GAs might show a feedback regulation to response exogenous GA_3_ application in *J. curcas*. The other evidence supporting this suggestion was that the GA receptor genes, *JcGID1B* (JC22004) and *JcGID1C* (JC23405), were significantly downregulated at 6 and 24-h time points after GA_3_ application in the present study, but *JcRGL1* (JC20657), a gene encoding DELLA protein (Figure 6b,c), was upregulated at 12-h time point, which agreed with the previous researches [39,40]. In further study, a strategic approach is to investigate the concentration of endogenous gibberellins after exogenous GA_3_ treatment in *J. curcas*. 

In addition, gibberellins could jointly regulate the floral differentiation by crosstalk with various phytohormone-signaling pathways in *J. curcas*. In previous study, the exogenous CTK application could significantly downregulate the expression of the genes involved in ABA, and ETH signal transduction pathways in *J. curcas* [19]. The similar results in the present study were that the ABA, ETH, and BR signaling were also repressed after exogenous GA treatment. It indicated that these phytohormone-signalings were not important for floral differentiation process in *J. curcas*. Moreover, we detected that the antagonistic interactions were existed between GA and IAA in the development of inflorescence meristems in *J. curcas*. That might be the underlying reason why the female flowers were induced by spraying exogenous GA onto the inflorescence, but the highest concentration of GA resulted in the withering of the *Jatropha* inflorescence in previous studies [8,18].

However, the DEGs involved in the JA-signaling transduction pathway, such as *JcMYC2* (JC12669) and *JcMYC4* (JC14204), were upregulated after GA_3_ treatment in the present study. The exogenous CTK could also promote the DEGs related to JA-signaling transduction pathway in *J. curcas* [34]. It has been reported that JA play an important role in pollen development process [41], which might be a reason that JA content was upregulated both in GA and CTK treatment. Interestingly, exogenous cytokinin could increase endogenous GA and CTK transcription in previous study [34], but exogenous gibberellins promoted the endogenous CTK signaling and repressed the GA production in this study (Figure 6c and Figure 7a). It indicated that both CTK and GA were necessary for floral differentiation in *J. curcas*. The consistent results were that the floral transition was mediated by coordinate regulation of CTK and GAs activities in different species [42,43,44]. Furthermore, exogenous CTKs induced amounts of female flowers [5,7], but exogenous GAs just increased about 2-fold female flowers in the present study. Therefore, we suggested that the ratio of CTK and GA might significantly affect the female floral differentiation. The high percentage of CTK to GA may be appropriate for improving the female flower and increasing the fruit yield, and vice versa. A further study could focus on finding the best proportion of CTKs and GAs to obtain a high fruit yield in *J. curcas*.

Our previous study found that male floral initiation was associated with the flavonoid biosynthesis pathway, while female floral initiation was related to the phytohormone signal transduction pathway [30]. We combined the 951 DEGs obtained in this study with the previous DEGs dataset (GSE102894) detected in male or female floral initiation and development stages, respectively (Figure S2). The consistent results were that the co-detected DEGs in the libraries of the male floral initiation stage and GA_3_ treatment were also significantly enriched in flavonoid biosynthesis pathways, while the co-detected DEGs in the libraries of female floral differentiation and GA_3_ treatment were also related to the phytohormone signal transduction pathways (Figures S3 and S4). In previous studies, flavonoid biosynthesis inhibition resulted in the male sterility in Petunia [45], but not in *Arabidopsis thaliana* [46]. This suggested that flavonoids might act various roles in different species. Thus, a further study could focus on exploring the *Jatropha* flavonoid pathways to uncover the regulatory events associated with male floral differentiation. Additionally, the DEGs after exogenous CTK treatment were also significantly associated with phytohormone-signaling transduction pathways in *J. curcas* [19,34]. It indicated that the effects of phytohormone, which was induced by exogenous plant growth regulator, were mainly acted on female floral differentiation process in *J. curcas*.

## 4. Materials and Methods

### 4.1. Plant Material and GA Treatment

Three-year-old *Jatropha* clone was selected as the experimental material, which was planted in a field with latosolic red soil at a forestry trial base of South China Agricultural University (23.24° N, 113.64° E). The general climate has an average temperature of 20–22 °C and annual rainfall of 1720 mm in the rainy season from April to June. In our previous study, we found that spraying 40 mg/L GA_3_ onto the inflorescence meristems of *J. curcas* could significantly increase the flower number and the female-to-male flower ratio [8]. In the present study, the inflorescence meristems (about 0.5 cm in diameter) were sprayed with 5 mL GA_3_ working solution (40 mg/L) containing 0.05% (*v*/*v*) Tween-20, and the control inflorescence meristems were sprayed with distilled water containing 0.05% (*v*/*v*) Tween-20. For the RNA-seq analysis, the mixed samples of three inflorescence meristems were collected at 0, 6, 12, 24, and 48-h after the GA_3_ and control treatment, respectively. Two biological replicates were performed for each time point as in other studies [47,48,49]. All of the samples were immediately frozen in liquid nitrogen and stored at −80 °C until further used for RNA extraction. Additionally, fifteen inflorescence meristems of the GA_3_ and control treatment were used to investigate the effects of GA_3_ on branching of inflorescence in *J. curcas*. The experiments were carried out in September 2016, and all of the GA_3_ and control treatments were performed between 8:00 a.m. and 9:00 a.m.

### 4.2. Total RNA Extraction and Transcriptome Sequencing Analysis

Total RNA of each sample was extracted separately using TIANDZ Plant RNA Kit (TIANDZ column type RNAout 2.0, Beijing, China) following the instructions of the manufacturer. The quality of total RNA was investigated by agarose gel electrophoresis and Nanodrop 2100 (Thermo Scientific, Massachusetts, MA, USA). The eighteen cDNA libraries in this study, including T0_1, T0_2, CK6_1, CK6_2, CK12_1, CK12_2, CK24_1, CK24_2, CK48_1, CK48_2, T6_1, T6_2, T12_1, T12_2, T24_1, T24_2, T48_1, and T48_2, were constructed and sequenced using the Illumina HiSeq™ 4000 (Illumina, Santiago, CA, USA) platform at Novegene Bioinformatics Technology Co. Ltd. (Beijing, China). Sequence adaptors, N’s more than 10% and low-quality reads (Qphred ≤ 20 for >50% read) were removed [50]. When the quality control finished, the clean data was mapped to the genome sequence in NCBI for annotation (http://www.ncbi.nlm.nih.gov/genome/?term=Jatropha%20curcas). The TopHat v2.0.12 software (http://ccb.jhu.edu/software/tophat/index.shtml, 24 June 2014) was selected to map the reads producing in present study [51]. Both known and novel transcripts from TopHat alignment results were constructed and identified by the Cufflinks v2.1.1 (http://cole-trapnell-lab.github.io/cufflinks/releases/v2.1.1/, 4 November 2013) Reference Annotation Based Transcript (RABT) assembly method [52]. The alternative splicing (AS) events were clustered into 12 basic types by rMATS v3.0.8 software (http://rnaseq-mats.sourceforge.net/, 26 August 2013) [53]. The number of AS events in each sample was investigated, respectively. We used the following parameters to identify reliable novel genes: the length of transcript is more than 200 bp and two exons were detected at least in the transcript. The expression abundance of each read was calculated and converted to the expected number of fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) [54].

### 4.3. Identification and Annotation of DEGs

All DEGs were divided into 4 comparisons (T6 vs. CK6, T12 vs. CK12, T24 vs. CK24, T48 vs. CK48). Differential expression analysis of each comparison was performed using the DEGSeq R package (v.1.30.0, http://www-huber.embl.de/users/anders/DESeq/, 21 June 2012). Fold change (FC) is the gene expression difference between different samples. We used the threshold |log_2_(FC)| > 1 and *Q* < 0.005 as the criteria for identifying the DEGs. All of the upregulated or downregulated genes in the following description were regulated in the first comparison component. Functional enrichment and classification of DEGs were performed according to the Gene Ontology database (GO, http://www.geneontology.org/) and the Kyoto Encyclopedia of Genes and Genomes database (KEGG, http://www.kegg.jp/). GOSeq (http://bioinf.wehi.edu.au/software/goseq/, 4 February 2010) and KOBAS v2.0 software (http://genome.cbi.pku.edu.cn/download.html, 7 April 2005) were used to estimate the statistical enrichment of DEGs in GO terms and KEGG pathways, respectively [55,56]. Corrected *p*-value of 0.05 was set as the threshold for the significantly enrichment of GO terms and KEGG pathways. Transcription factor prediction analysis was carried out by iTAK v1.5 software (http://itak.feilab.net/cgi-bin/itak/index.cgi, 13 August 2012) [57]. The Blastx alignment was conducted between the DEGs and TAIR10 protein database (https://www.arabidopsis.org/). The heat maps in present study were performed by R software (v.2.15.3, https://cran.r-project.org/src/base/R-2/, 1 March 2013) [58].

### 4.4. Quantitative Real-Time PCR Validation

To validate the results of transcriptome, a total of 48 DEGs were selected for quantitative real-time PCR (qRT-PCR) analysis using the same plant materials used for RNA sequencing. The mixed samples of three inflorescence meristems were conducted for the DEG validation at different time points after the GA_3_ and control treatment. In addition, two biological replicates were carried out for each time point with three technological replications for each gene. These genes were selected because of their important function after GA_3_ treatment according to DEGs analysis in present study. The cDNA synthesis was conducted using PrimeScript^®^ II first Strand cDNA Synthesis Kit (TaKaRa, Kyoto, Japan). The specific primers were designed by Primer Premier 5.0 (PREMIER Biosoft, Palo Alto, CA, USA) (Table S3). qRT–PCR was performed on Roche LightCyler480 system (Roche, Basel, Switzerland) with SYBR Premix Ex Taq^TM^II (TaKaRa) [30]. The qRT-PCR procedure was as follows: 2 μL of cDNA dilution in H_2_O (about 50 ng/μL) was added to 10 μL of 2× SYBR^®^ buffer, with 1 μL (10 μM) of each primer and H_2_O to a final volume of 20 μL. The cycling reaction was 94 °C for 2 min, followed by 40 cycles of 94 °C for 10 s, 55 °C for 10 s and 72 °C for 20 s. *JcGAPDH* and *β-actin* (*Jcactin*) were used as internal controls [59]. The 2^−ΔΔ*C*t^ method was used to calculate the relative expression level of the DEGs [60]. 

## 5. Conclusions

The present study performed the transcriptional response analysis of the inflorescence meristems in *Jatropha curcas* following gibberellin treatment. Our results showed that 6.27–10.46 G clean data were obtained in GA_3_ treated and untreated samples, respectively. 951 DEGs were isolated at the different time points, compared with control samples. The 6-h time point was an important phase in the response to exogenous gibberellins in the present study. In addition, 8532 novel transcripts were found in present RNA-seq analysis, which could contribute to obtain new genes and exons related to inflorescence meristem differentiation in *J. curcas*. Furthermore, the plant endogenous IAA, ETH, ABA, and BR signaling were repressed after exogenous gibberellins treatment. The exogenous GA could also inhibit the endogenous GA biosynthesis and signaling pathways. However, the DEGs associated with a JA signal transduction pathway were upregulated following GA_3_ treatment to contribute to pollen development process. Both CTK and GA might be necessary for floral differentiation in *J. curcas*; the ratio of CTK to GA significantly affected the female floral differentiation and fruit yield. Moreover, the floral meristem determinacy genes (*JcLFY* and *JcSOC1*) and floral organ identity genes (*JcAP3*, *JcPI*, and *JcSEP1-3*) were significantly upregulated, but their negative regulator (*JcSVP*) was downregulated after GA_3_ treatment. Additionally, the effects of phytohormone, which was induced by exogenous plant growth regulator, mainly acted on female floral differentiation process in *J. curcas*.

This data will create a reference transcriptome for the genomics database of *J. curcas* for future studies.Our study will contribute to understanding the underlying transcriptional response mechanism of floral differentiation following GA_3_ treatment. We expect that the dataset will serve as a foundation to study the genes’ functions, which help in engineering high-yielding varieties in *J. curcas*.

## Figures and Tables

**Figure 1:**
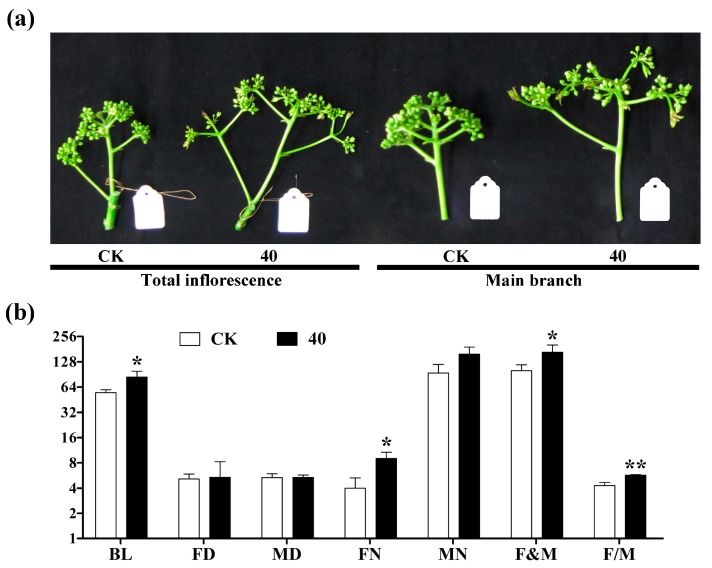
The morphology and statistics of the investigated traits after GA_3_ treatment in *J. curcas*. (**a**) the morphology of the inflorescence after GA_3_ treatment at 22 days, CK (control check) was treated by distilled water and 40 was treated by 40 mg/L GA_3_; (**b**) the statistics of the investigated traits after GA_3_ treatment at 22 days, BL was the length of the inflorescence, FD was the diameter of female flower, MD was the diameter of male flower, FN was the number of female flower, MN was the number of male flower, F&M was the total number of female and male flowers, F/M was the ratio of female to male flowers. The error bar means S.D., which was calculated by fifteen inflorescence meristems after the GA_3_ and control treatment, respectively. * is significant difference (*p* < 0.05), ** is very significant difference (*p* < 0.01).

**Figure 2:**
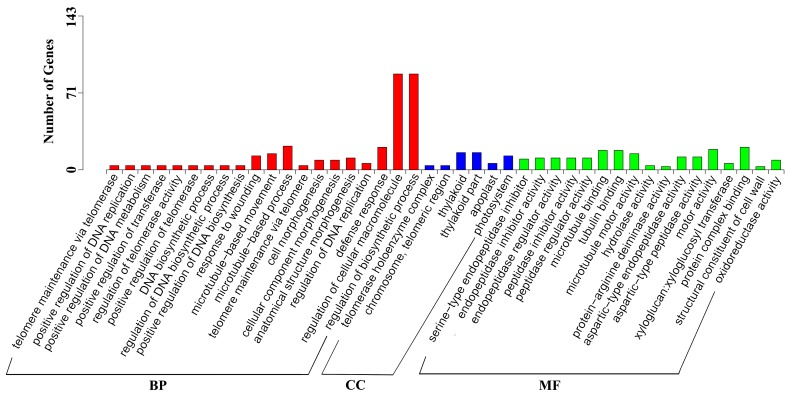
Gene ontology categories of DEGs after GA_3_ treatment in *J. curcas*. BP: biological process, CC: cellular component, MF: molecular function, and *p* < 0.05 is the significant enrichment level.

**Figure 3:**
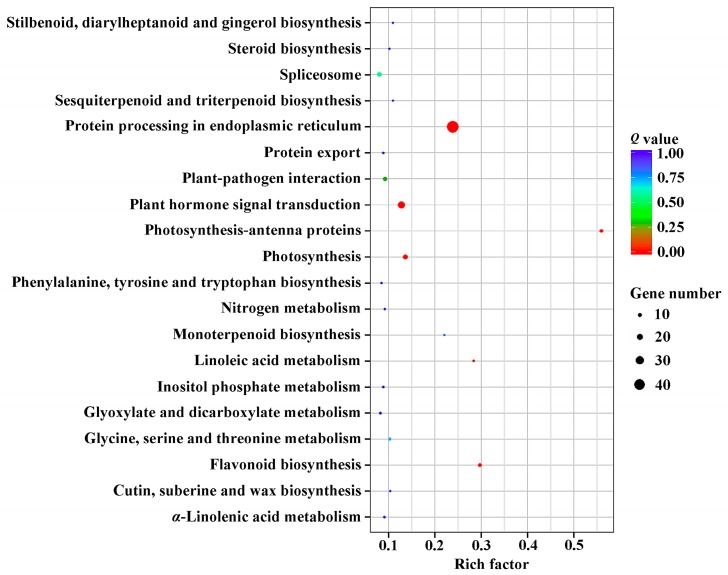
The statistics of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment involved in DEGs after GA_3_ treatment in *J. curcas*. The Rich factor indicated the percentages of DEGs belong to the corresponding pathway. The sizes of bubble represent the number of DEGs in the corresponding pathway, and the colors of the bubble represent the enrichment *Q* value of the corresponding pathway.

**Figure 4:**
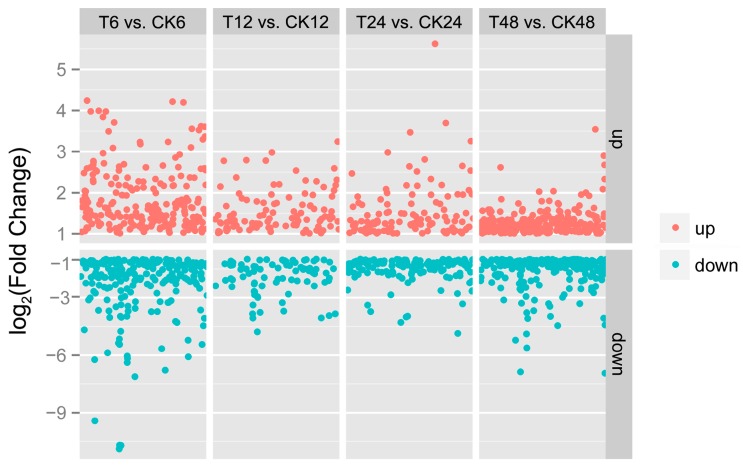
Distribution of the DEGs at different time points after GA_3_ treatment in *J. curcas*. The selected level of the DEGs was |log_2_(Fold Change)| > 1.

**Figure 5:**
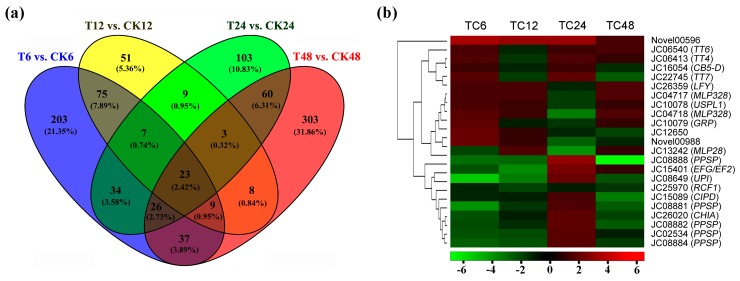
In figure body the DEGs analysis of different time points after GA_3_ treatment in *J. curcas*. (**a**) venny diagram of the DEGs detected in each comparison; (**b**) the heat-map of the DEGs co-detected in all of the comparisons, the color was involved in the log_2_(Fold change) of DEGs in different comparison, red was upregulation and green is downregulation. In addition, TC6: T6 vs. CK6, TC12: T12 vs. CK12, TC24: T24 vs. CK24, TC48: T48 vs. CK48, and the same below.

**Figure 6:**
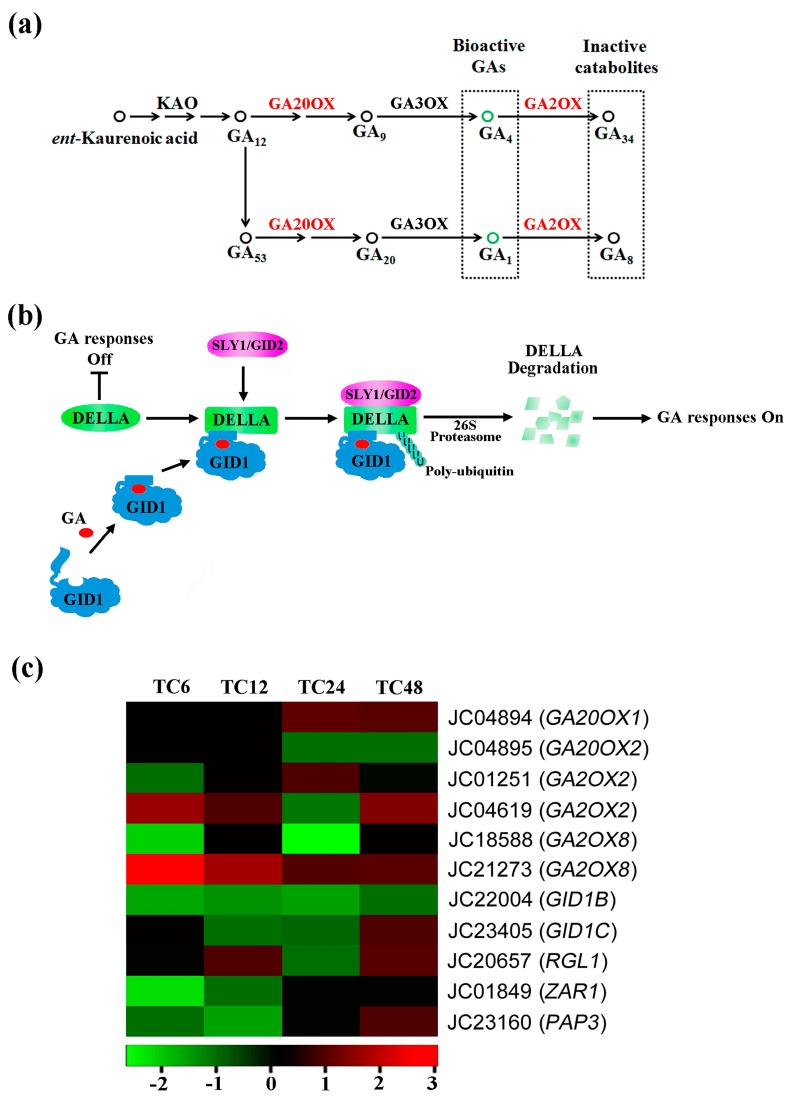
The DEGs analysis associated with gibberellin biosynthetic and signaling pathways after GA_3_ treatment in *J. curcas*. (**a**) Gibberellin biosynthetic pathway, KAO: *ent*-kaurenoic acid oxidase, GA20OX: GA 20-oxidase, GA2OX: GA 2-oxidase, GA3OX: GA 3-oxidase; (**b**) Gibberellin-signaling transduction pathway, T bar is the inhibition; (**c**) The heat-map of DEGs associated with GA biosynthesis and signaling pathways after GA_3_ treatment.

**Figure 7:**
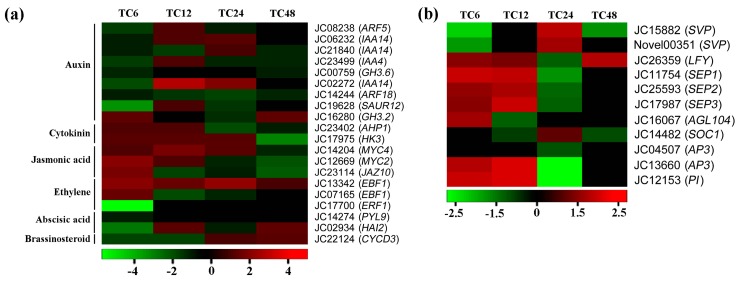
The heat-map of the DEGs related to the other plant hormone-signaling transduction pathways and MADS-box transcription factors after GA_3_ treatment in *J. curcas*. (**a**)The heat-map of the DEGs involved in the other plant hormone-signaling transduction pathways; (**b**) the heat-map of the DEGs associated with MADS-box transcription factor. The color was log_2_(Fold change) of the DEGs in different comparison, red is upregulated and green is down regulated.

**Figure 8:**
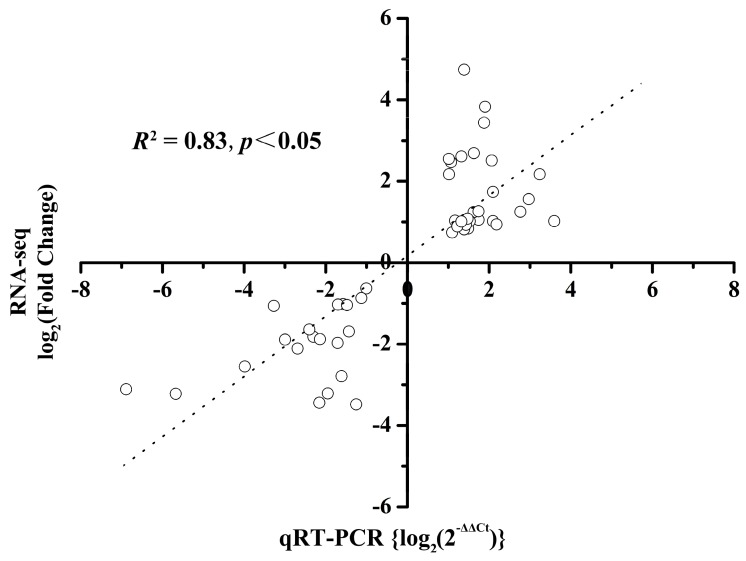
The correlation between qRT-PCR and RNA-seq data. Correlation between qRT-PCR and RNA-seq data of 48 selected DEGs: 28 upregulated genes and 20 downregulated genes in 4 pairs of amplified RNA samples. The dashed line was the fitting curve estimated by correlation analysis, and Spearman Rank Correlation coefficient = 0.83 (*p* < 0.05).

**Table 1:** The annotation of the 23 DEGs co-detected in the four comparisons after GA_3_ treatment.

Gene ID	*At.* locus	*At.* name	Blastx to TAIR10 Database
JC06413	AT5G13930.1	*TT4*	Flavonoid biosynthetic process
JC06540	AT3G51240.1	*TT6*	Flavonoid biosynthetic process
JC22745	AT5G07990.1	*TT7*	Flavonoid biosynthetic process
JC26359	AT5G61850.1	*LFY*, *LFY3*	Floral meristem determinacy
JC25970	AT1G20920.1	*RCF1*	mRNA splicing via spliceosome
JC02534	AT4G24340.1	Phosphorylase superfamily protein	Nucleoside metabolic process
JC08881	AT4G24340.1	Phosphorylase superfamily protein	Nucleoside metabolic process
JC08882	AT4G24340.2	Phosphorylase superfamily protein	Nucleoside metabolic process
JC08884	AT4G24340.3	Phosphorylase superfamily protein	Nucleoside metabolic process
JC08888	AT4G24340.4	Phosphorylase superfamily protein	Nucleoside metabolic process
JC16054	AT5G48810.1	*CB5-D*	Oxidation-reduction process
JC15089	AT3G01680.1	Contains interpro domain/s	Phloem development
JC04718	AT1G70830.1	MLP-like protein 28	Response to biotic stimulus
JC15401	AT2G45030.1	*EFG*/*EF2*	Translation elongation factor
JC26020	AT5G24090.1	*CHIA*	Response to light intensity
JC10078	AT1G49320.1	*USPL1*	Seed development
JC08649	AT5G43580.1	*UPI*	Serine protease inhibitor
JC04717	AT2G01520.1	MLP-like protein 328	Vegetative to reproductive phase transition
JC13242	AT1G70830.1	MLP-like protein 28	Defense response
JC10079	AT3G29075.1	Glycine-rich protein	-
JC12650	-	-	-
Novel00596	-	-	-
Novel00988	-	-	-

All of the genes were annotated with TAIR10 database. Gene ID is the gene number in RNA-seq database of *Jatropha curcas*. *At.* locus is the locus of homologous gene in *Arabidopsis thaliana*, *At.* name is the gene name of homologous gene in *Arabidopsis thaliana*. “-” indicated that no homologous genes was detected in TAIR10 protein database.

**Table 2:** The DEGs associated with GA biosynthetic and signaling pathways after GA_3_ treatment.

Gene ID	*At.* locus	*At.* name	Blastx to TAIR10 Database
JC04894	AT4G25420.1	*GA20OX1*	Gibberellin biosynthetic process
JC04895	AT4G25420.2	*GA20OX2*	Gibberellin biosynthetic process
JC01251	AT1G30040.1	*GA2OX2*	Gibberellin oxidation-reduction process
JC04619	AT1G30040.1	*GA2OX2*	Gibberellin oxidation-reduction process
JC18588	AT4G21200.1	*GA2OX8*	Gibberellin oxidation-reduction process
JC21273	AT4G21200.1	*GA2OX8*	Gibberellin oxidation-reduction process
JC22004	AT3G63010.1	*GID1B*	Positive regulation of gibberellin mediated signaling pathway
JC23405	AT5G27320.1	*GID1C*	Positive regulation of gibberellin mediated signaling pathway
JC20657	AT1G66350.1	*RGL1*	Gibberellic acid mediated signaling pathway
JC01849	AT3G50950.2	*ZAR1*	Gibberellic acid signal transduction
JC23160	AT1G09530.1	*PAP3*	Gibberellic acid mediated signaling pathway

**Table 3:** DEGs related to the other plant hormone-signaling transduction pathways after GA_3_ treatment.

Gene ID	*At.* locus	*At.* name	Blastx to TAIR10 Database
JC08238	AT1G19850.1	*ARF5*	Auxin-activated signaling pathway
JC06232	AT4G14550.1	*IAA14*	Auxin-activated signaling pathway
JC21840	AT4G14550.1	*IAA14*	Auxin-activated signaling pathway
JC23499	AT5G43700.1	*IAA4*	Auxin-activated signaling pathway
JC00759	AT5G54510.1	*GH3.6*	Auxin-activated signaling pathway
JC02272	AT4G14550.1	*IAA14*	Auxin-activated signaling pathway
JC14244	AT3G61830.1	*ARF18*	Auxin-activated signaling pathway
JC16280	AT2G14960.1	*GH3.2*	Response to auxin
JC19628	AT2G21220.1	*SAUR12*	Response to auxin
JC23402	AT3G21510.1	*AHP1*	Cytokinin-activated signaling pathway
JC17975	AT1G27320.1	*HK3*	Cytokinin-activated signaling pathway
JC14204	AT4G17880.1	*MYC4*	Jasmonic acid-activated signaling pathway
JC12669	AT1G32640.1	*MYC2*	Jasmonic acid-activated signaling pathway
JC23114	AT5G13220.1	*JAZ10*	Negative regulation of JA signaling pathway
JC13342	AT2G25490.1	*EBF1*	Negative regulation of ethylene-activated signaling pathway
JC07165	AT2G25490.1	*EBF1,*	Negative regulation of ethylene-activated signaling pathway
JC17700	AT3G23240.1	*ERF1,*	Ethylene-activated signaling pathway
JC14274	AT1G01360.1	*PYL9*	Abscisic acid-activated signaling pathway
JC02934	AT1G07430.1	*HAI2*	Negative regulation of ABA signaling pathway
JC22124	AT4G34160.1	*CYCD3*	Response to brassinosteroid

**Table 4:** The DEGs associated with MADS-box transcription factors after GA_3_ treatment in *J. curcas.*

Gene ID	*At.* locus	*At.* name	Blastx to TAIR10 Database
JC15882	AT2G22540.1	*SVP*, *AGL22*	Floral meristem determinacy
Novel00351	AT2G22540.1	*SVP*, *AGL22*	Floral meristem determinacy
JC26359	AT5G61850.1	*LFY*, *LFY3*	Floral meristem determinacy
JC11754	AT5G15800.1	*SEP1*, *AGL2*	Floral meristem differentiation
JC25593	AT5G15800.1	*SEP2*, *AGL2*	Floral meristem differentiation
JC17987	AT1G24260.1	*SEP3*, *AGL9*	Floral meristem differentiation
JC16067	AT1G22130.1	*AGL104*	Pollen maturation
JC14482	AT2G45660.1	*SOC1*, *AGL20*	Positive regulation of flower development
JC04507	AT3G54340.1	*AP3*	Petal and stamen development
JC13660	AT3G54340.1	*AP3*	Petal and stamen development
JC12153	AT5G20240.1	*PI*	Petal identity

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/2/432/s1.

# Supplementary material for: Analysis of Transcriptional Responses of the Inflorescence Meristems in Jatropha curcas Following Gibberellin Treatment
**Source:** Int J Mol Sci. 2018 Feb 1;19(2):432. doi: 10.3390/ijms19020432
**Supplement:** Supplementary file 1

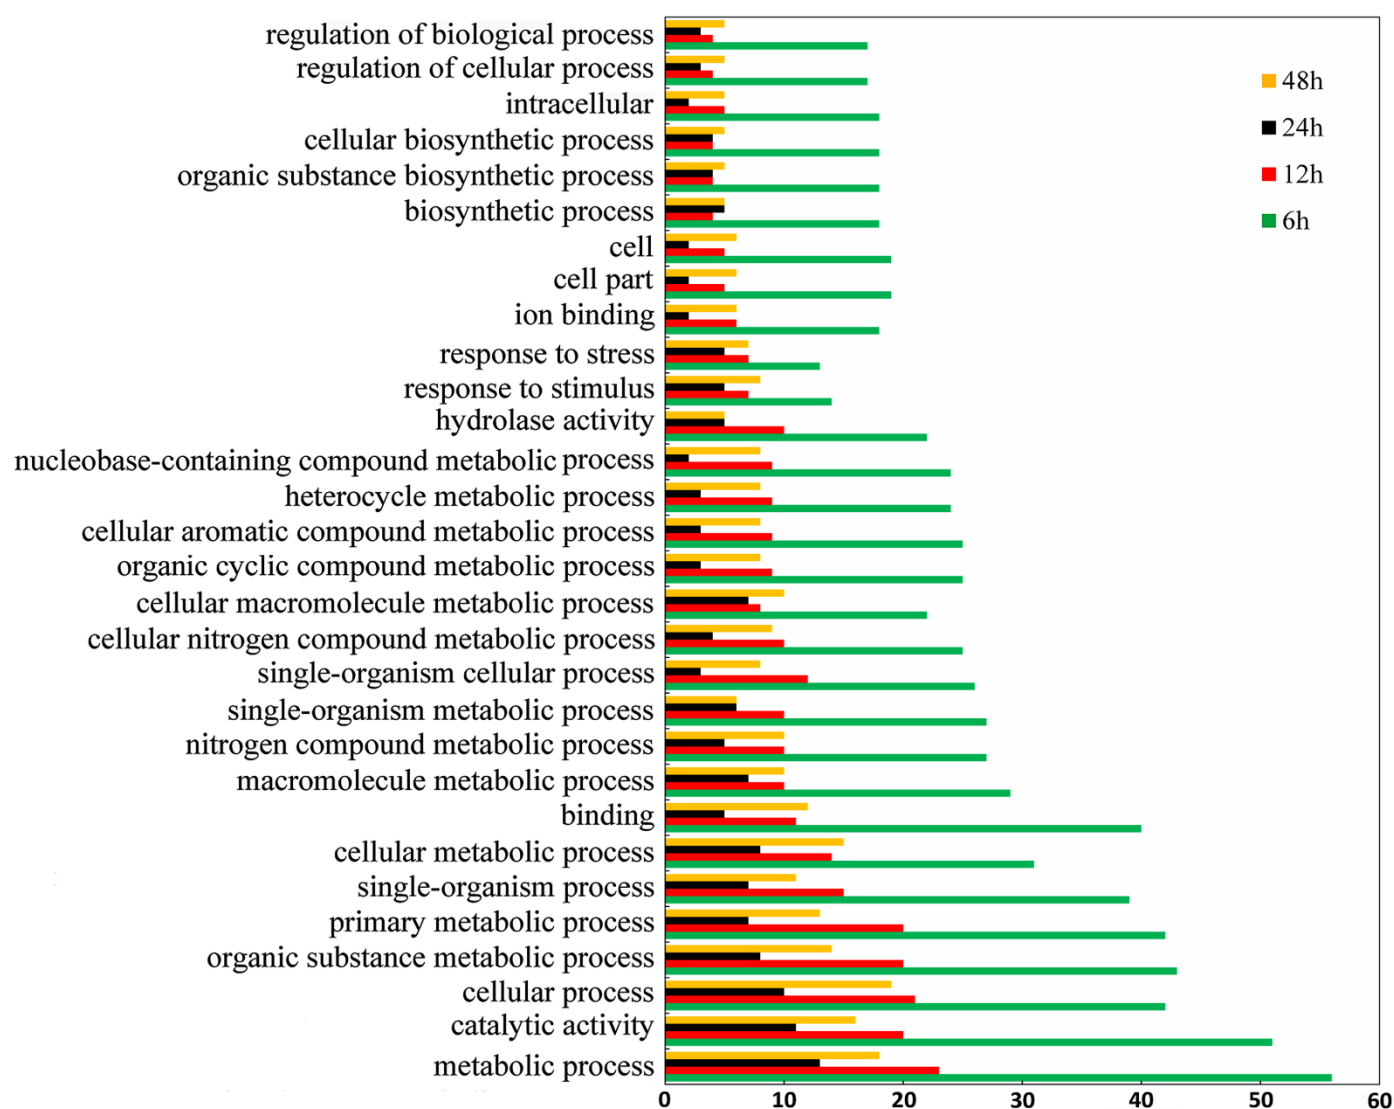

**Figure S1.** The top 30 comparative analysis of Gene Ontology category of DEGs at different time points after GA<sub>3</sub> treatment in *J. curcas*.

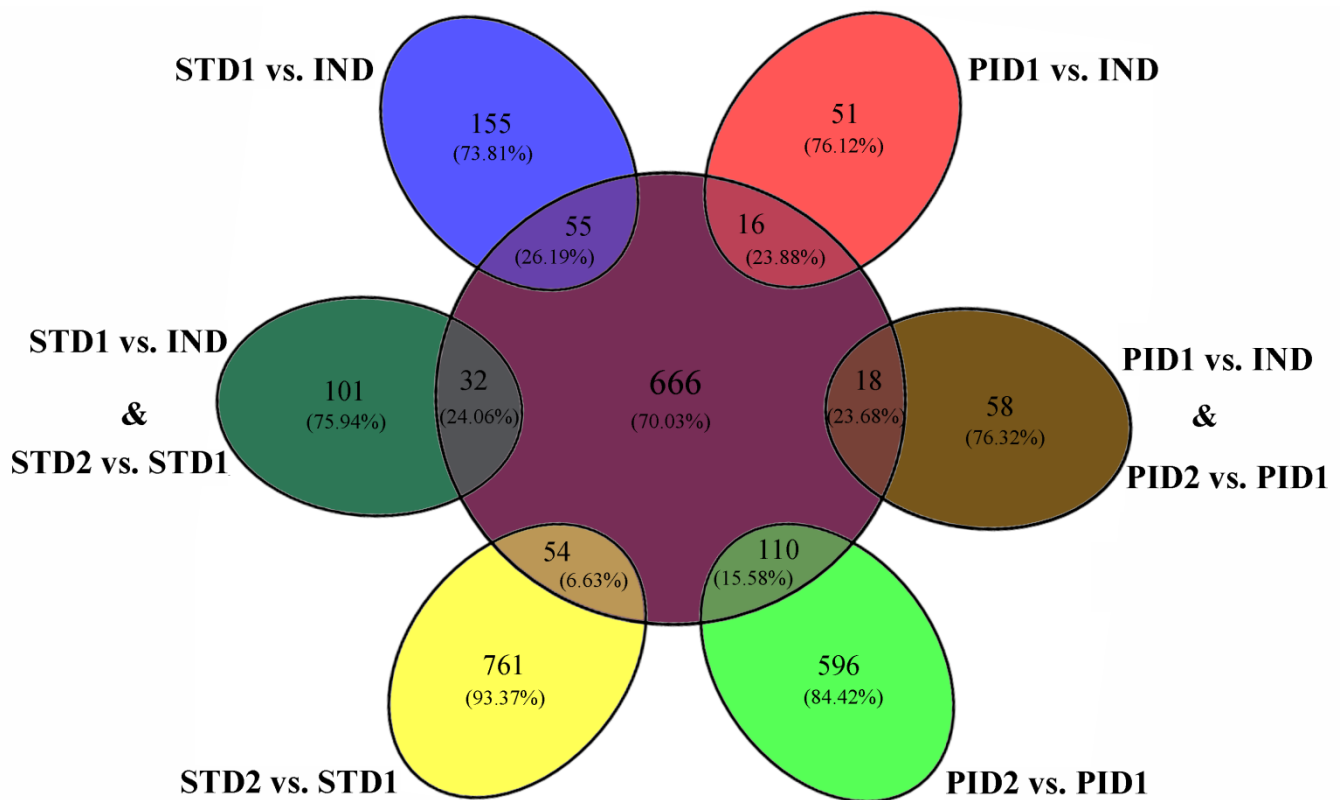

**Figure S2** The venny diagram shared with numbers and proportion of DEGs detected in floral sex differentiation process and GA<sub>3</sub> treatment in *J. curcas*. The middle round area was the 951 DEGs detected in different time points after GA<sub>3</sub> treatment. The six ellipses were the DEGs exclusively detected in different comparisons associated with floral sex differentiation process, including STD1 vs. IND, STD1 vs. IND & STD2 vs. STD1, STD2 vs. STD1, PID1 vs. IND, PID1 vs. IND & PID2 vs. PID1, PID2 vs. PID1, respectively. IND was the stage of inflorescence meristems, STD1 was the stage of male floral initiation, STD2 was the stage of ten complete stamens formed, PID1 was the stage of female floral initiation, PID2 was the stage of complete carpel and ovary formed. STD1 vs. IND & STD2 vs. STD1 were the DEGs exclusively co-detected in male floral differentiation process, and PID1 vs. IND & PID2 vs. PID1 were the DEGs exclusively co-detected in female floral differentiation process.

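Over the 4 comparisons of the floral sex differentiation process, 7415 genes passed the fold-change threshold in at least 1 comparison. Of these, 4480 fell into 1 of the 6 exclusive sets, and the other 2935 passed in a male and a female comparison and so belong to none of them. The exclusive sets held 498 genes for STD1 vs. IND, 426 for STD1 vs. IND & STD2 vs. STD1 and 1573 for STD2 vs. STD1. They held 203 genes for PID1 vs. IND, 379 for PID1 vs. IND & PID2 vs. PID1 and 1401 for PID2 vs. PID1. When a gene had to be exclusive only against the other comparison of the same sex, the set of STD2 vs. STD1 grew to 3258 genes and that of PID2 vs. PID1 to 3248.

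**Figure D2:**
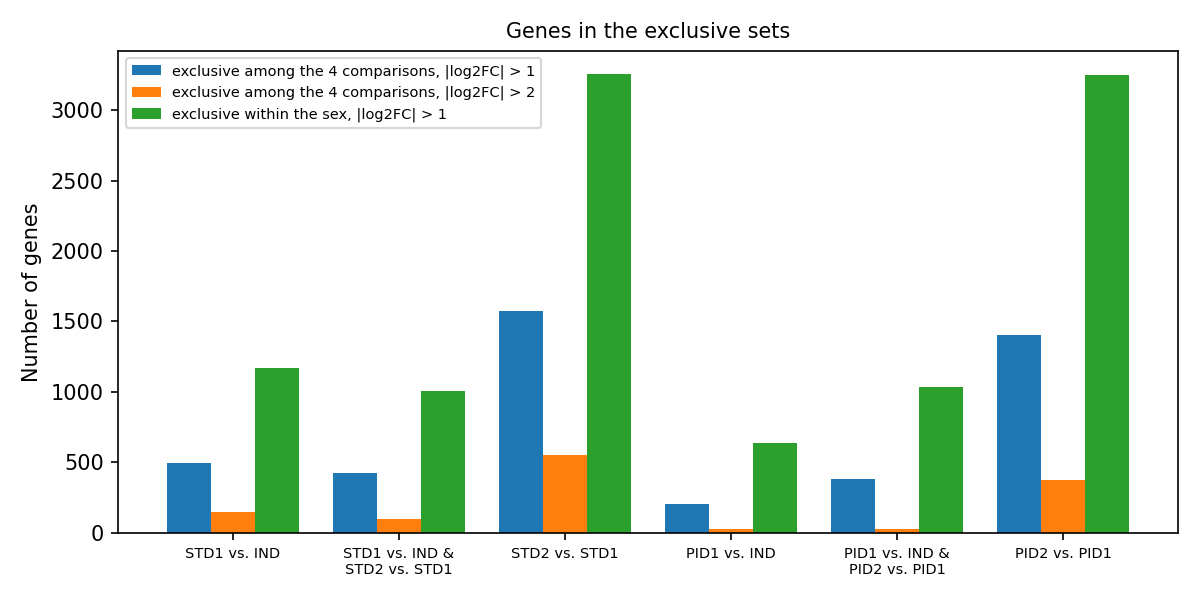
Number of genes in each of the 6 exclusive sets (x-axis, 1 library per stage) under 2 fold-change thresholds and under exclusivity within the same sex, with the number of genes on the y-axis. The sets of the development comparisons are the largest, with 1573 genes for STD2 vs. STD1 and 1401 for PID2 vs. PID1 at an absolute log2 fold change above 1.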

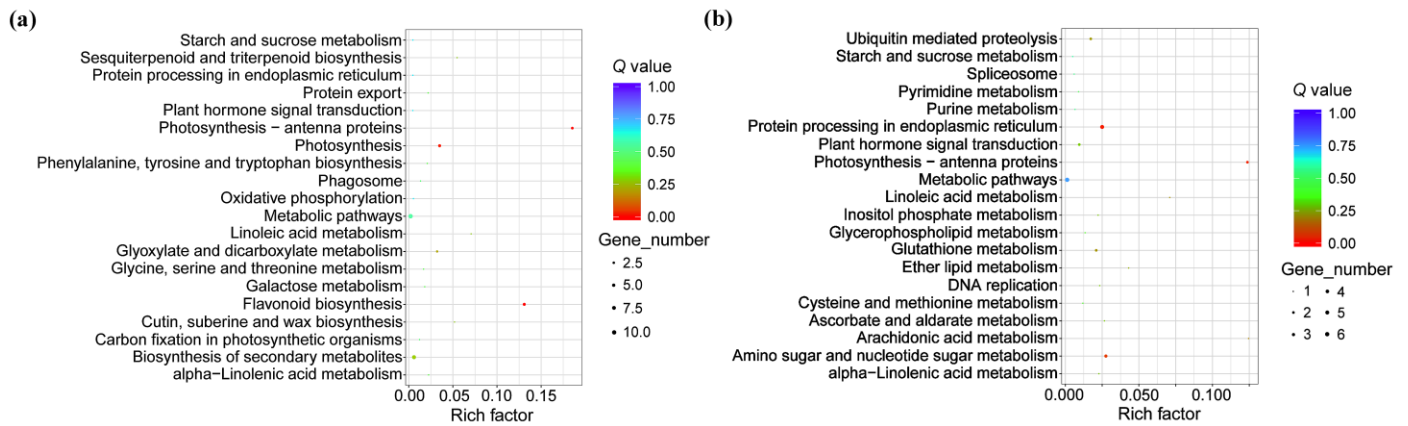

**Figure S3** The KEGG enrichment pathways involved in male floral differentiation after GA<sub>3</sub> treatment in *J. curcas*. The Rich factor indicated the percentages of DEGs belong to the corresponding pathway. The left y-axis represented the enrichment pathways. The sizes of bubble represent the number of DEGs in the corresponding pathway, and the colors of the bubble represent the enrichment Q value of the corresponding pathway. (a) KEGG enrichment pathways of the DEGs co-detected in STD1 vs. IND and GA<sub>3</sub> treatment. (b) KEGG enrichment pathways of the DEGs co-detected in STD1 vs. IND & STD2 vs. STD1 and GA<sub>3</sub> treatment, STD2 vs. STD1 and GA<sub>3</sub> treatment.

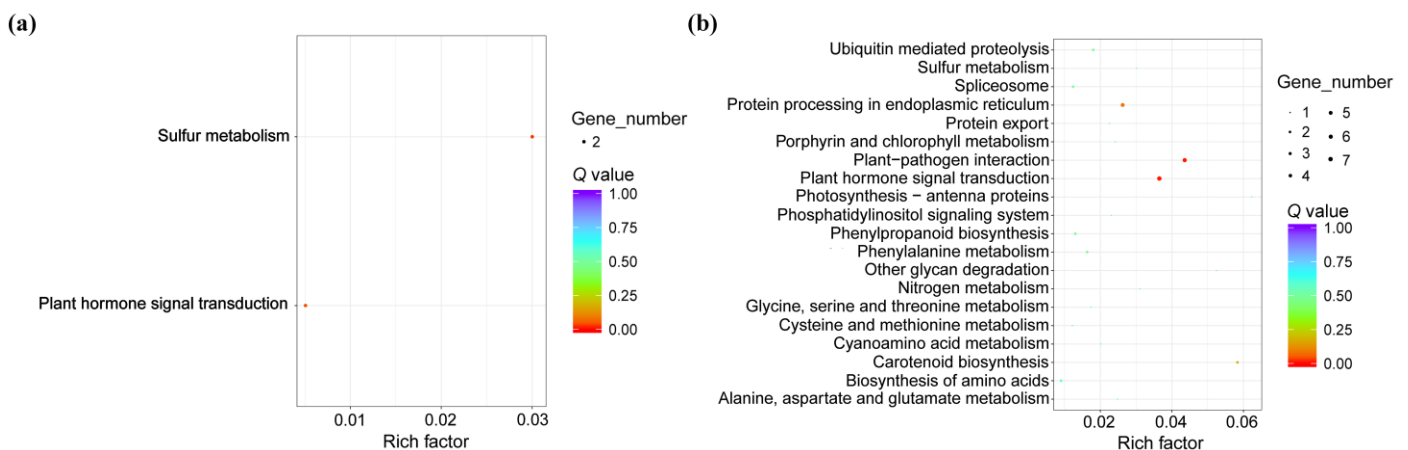

**Figure S4** The KEGG enrichment pathways involved in female floral differentiation after GA<sub>3</sub> treatment in *J. curcas*. The Rich factor indicated the percentages of DEGs belong to the corresponding pathway. The left y-axis represented the enrichment pathways. The sizes of bubble represent the number of DEGs in the corresponding pathway, and the colors of the bubble represent the enrichment Q value of the corresponding pathway. (a) KEGG enrichment pathways of the DEGs co-detected in PID1 vs. IND and GA<sub>3</sub> treatment. (b) KEGG enrichment pathways of the DEGs co-detected in PID1 vs. IND & PID2 vs. PID1 and GA<sub>3</sub> treatment, PID2 vs. PID1 and GA<sub>3</sub> treatment.

How the deposited data were processed for this re-analysis (not part of the article)

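RNA of 5 stages of *J. curcas* flowers (IND, STD1, STD2, PID1 and PID2) had been sequenced with 1 library per stage. The authors deposited values per gene that were read as FPKM, each library being normalized on its own by gene length and library total. The paper names TopHat, Cufflinks and FPKM for its GA_3_ libraries, and its text does not name the tools for these 5 libraries. That the values are FPKM was inferred from the values themselves. The GA_3_ libraries were not analysed here, and no genome was used here.

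From the deposited FPKM the whole reads were recovered. The relative depth of the libraries was found from low genes, and integer gene lengths and library totals were then solved for. With no demand on the lengths, they divided by 3 for 99.36% of the annotated genes and for 30.75% of the transcripts outside the annotation. Lengths of coding sequences divide by 3. The reads used here were then recovered with annotated lengths made to divide by 3, and so were the simulated ones. Between 98.92% and 99.21% of each library total was recovered, and the reads of some genes can be too low by a common factor. The procedure was tested on simulated libraries of 22961 genes with Poisson counts, in which 200 genes were changed 4-fold. Every library was simulated from the expression of IND, so genes without reads in IND had none. Reads were recovered exactly for 98.46% of the genes with simulated reads. The fold-change threshold found 190 of the changed genes and passed 19 unchanged ones. In PID2 vs. PID1, simulated without changed genes, 22 genes passed from counting error alone. Since PID1 and PID2 were simulated from IND, the 22 genes leave out any gene without reads in IND. The simulation holds no variation between plants.

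Log2 fold changes were computed as log2((FPKM + 1)/(FPKM + 1)). A gene passed when it had an FPKM of at least 1 in either library and an absolute log2 fold change above 1. No test was applied, because 1 library per stage gives no estimate of the variation within a stage. A gene belonged to an exclusive set when it passed in that comparison, or in both comparisons of that sex, and in no other of the 4 comparisons. The female to male ratio was the number of genes in the 2 sets of female development divided by that in the 2 sets of male development.

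The alternatives, set before the data were examined, were a pseudocount of 0.1, no filter on low values, an FPKM of at least 5, rescaling of each library by its median ratio to the geometric mean, an absolute log2 fold change above 2, exclusivity within the same sex, and the MA-plot random sampling model (MARS) of DEGSeq with q below 0.005 on the recovered reads. MARS was written anew for this purpose, with counts of 0 replaced by 0.5. It compares 2 libraries and not the stages.

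Medians of the phytohormone and flavonoid genes and the values of the genes named by the paper had been planned and are not reported. The paper lists genes by JC numbers and the files by locus tags, and the files do not pair them. For the same reason no more than 2 gene identifiers that rose and 2 that fell are given. The rule fixed beforehand would have named the 2 largest rises and the 2 largest falls of each comparison, and it was narrowed to the 2 largest rises and the 2 largest falls over all 4 comparisons. Intervals of log2 ratios are 95% Clopper-Pearson intervals of the recovered reads and cover counting error alone. Computations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.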

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

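No paired analysis was possible because each stage has 1 library. The numbers of genes with no filter on low values equal the main ones by construction, since with a pseudocount of 1 no gene below an FPKM of 1 in both libraries can pass, and this shows no stability. Storey's q and Fisher's exact test were planned for deposited counts and were not run. The medians of the phytohormone and flavonoid genes and their comparison with 5 bins of expression are not reported, since the files do not pair their identifiers with the paper's. The comparisons of STD1 vs. PID1 and STD2 vs. PID2, and their alternatives, were chosen after seeing the data.

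With an absolute log2 fold change above 2, 406 genes passed in STD1 vs. IND (230 rose, 176 fell), 1366 in STD2 vs. STD1 (1012 rose, 354 fell), 191 in PID1 vs. IND (45 rose, 146 fell) and 1164 in PID2 vs. PID1 (1016 rose, 148 fell). The exclusive sets then held 148, 100 and 550 genes for STD1 vs. IND, STD1 vs. IND & STD2 vs. STD1 and STD2 vs. STD1, and 24, 28 and 376 for PID1 vs. IND, PID1 vs. IND & PID2 vs. PID1 and PID2 vs. PID1, and the female to male ratio was 0.622. In STD1 vs. PID1 124 genes passed and in STD2 vs. PID2 250. A stricter threshold lowers the numbers past it in each comparison by construction, but not those of the sets or the ratio.

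With exclusivity within the same sex, the sets in the same order held 1167, 1007, 3258, 635, 1035 and 3248 genes, and the female to male ratio was 1.00. A looser definition cannot lower a set, and the ratio then compares all genes past the threshold in PID2 vs. PID1 and STD2 vs. STD1.

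With a pseudocount of 0.1, 2544 genes passed in PID1 vs. IND and 625 of them rose, and 1999 passed in STD1 vs. PID1. With an FPKM of at least 5, 241 genes rose in PID1 vs. IND. After median-ratio scaling, 617 genes rose in PID1 vs. IND and 1611 fell in PID2 vs. PID1. For all of these numbers the cause was not tested. The female to male ratio stayed within its counting interval of 0.835 to 0.950 under the pseudocount of 0.1 (0.917), the FPKM of at least 5 (0.862), median-ratio scaling (0.865) and MARS (0.940). That interval is binomial, treats genes as independent and does not cover the variation between plants. The alternatives reuse the same libraries, so it serves only as a yardstick of size.

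The other totals past the threshold, numbers that rose or fell in each of the 4 comparisons and totals of the exclusive sets stayed within 1.5 times the main ones under pseudocount 0.1, the FPKM minimum of 5, median-ratio scaling and MARS. The 12 numbers of genes that rose or fell within the 6 exclusive sets were less stable, and 3 of them changed by more than 1.5 times with pseudocount 0.1, 2 with the FPKM minimum of 5, 6 after median-ratio scaling and 2 with MARS. In the set of PID1 vs. IND, the 18 genes that rose became 35, 9, 42 and 36 under these settings. In that of PID1 vs. IND & PID2 vs. PID1, the 58 that rose and 321 that fell in PID1 became 142 and 167 after median-ratio scaling. With a pseudocount of 0.1 the numbers higher in the male and in the female library in STD1 vs. PID1 became 1267 and 732. Which direction held more genes also changed. After median-ratio scaling it turned in STD1 vs. IND (1158 rose, 975 fell), in the set of STD2 vs. STD1 (969 rose, 670 fell) and in that of PID2 vs. PID1 (537 rose, 915 fell), and in the set of STD1 vs. IND it turned with a pseudocount of 0.1 (266 rose, 277 fell) and with MARS (267 rose, 301 fell). With an absolute log2 fold change above 2 it turned in STD1 vs. IND and in the set of STD2 vs. STD1 (341 rose, 209 fell), and with exclusivity within the same sex in the sets of STD1 vs. IND (438 rose, 729 fell) and STD2 vs. STD1 (2053 rose, 1205 fell). The log2 fold changes of the 4 genes given by identifier kept their direction and stayed past the threshold under the 3 alternatives computed for them (pseudocount 0.1, median-ratio scaling and recovered reads). Their order by size did not hold. JCGZ_17873 rose more than JCGZ_15033 with a pseudocount of 0.1 (12.41 against 11.86) and on recovered reads (12.66 against 11.91), and JCGZ_08886 fell more than JCGZ_26148 (-10.76 against -8.84 and -10.62 against -8.88). The percent of genes changing in opposite directions, in the sets shared by both comparisons of a sex, differed by more than its binomial interval in 3 cases, and was lowest at 88.2% with exclusivity within the same sex. In PID2 vs. PID1, simulated from the expression of IND without changed genes, 22 genes passed from counting error alone at these depths. Genes without reads in IND could not pass there.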

Differences from the paper's values

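The exclusive sets of Figure S2 were compared with those found here. The paper gives a threshold and test for its GA_3_ comparisons only, so those behind these sets are not known. They may differ from the ones used here. For STD1 vs. IND, 498 genes were found against the paper's about 210 in Figure S2, read by eye. For STD1 vs. IND & STD2 vs. STD1 the numbers were 426 and the paper's about 130 in Figure S2, and for STD2 vs. STD1 1573 and the paper's about 820 in Figure S2. For these 3 sets, an absolute log2 fold change above 2 gave 148, 100 and 550 genes, within 1.5 times the paper's values. None of the other alternatives set before the data were examined did so.

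For PID1 vs. IND, 203 genes were found against the paper's about 67 in Figure S2, for PID1 vs. IND & PID2 vs. PID1 379 against the paper's about 76 in Figure S2, and for PID2 vs. PID1 1401 against the paper's about 710 in Figure S2. None of the alternatives set before the data were examined closed these gaps. With an absolute log2 fold change above 2 the sets held 24, 28 and 376 genes, below the paper's. The female to male ratio of the development sets did not differ in this way. It was 0.890 against about 0.82 from Figure S2, and under every alternative it stayed within 1.5 times the paper's.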

Other observations

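The test of library scaling in PID1 vs. IND and those of gene lengths were chosen after the result they measure had been seen, and the subtraction of a mixture was added after the other tests, before its own result was seen. All correlations below are Spearman correlations across the 19537 genes that reached an FPKM of 1 in at least 1 library. Genes are not independent replicates, and no p-value is given.

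The comparisons of STD1 vs. PID1 and STD2 vs. PID2 were chosen after seeing the data. The paper does not report the sexes against each other, and whether these genes include those it names is not known, since the files do not pair the identifiers. In STD1 vs. PID1, 1229 genes passed the fold-change threshold, 755 of them higher in the male and 474 higher in the female library. In STD2 vs. PID2, 1956 genes passed, 740 of them higher in the male and 1216 higher in the female library. In PID2 vs. PID1, simulated from the expression of IND without changed genes, 22 genes passed from counting error alone. Genes without reads in IND could not pass there. No such number is given for STD1 vs. PID1 or STD2 vs. PID2. A technical explanation is library scaling. After median-ratio scaling 1266 genes passed in STD1 vs. PID1 and 1850 in STD2 vs. PID2, so these totals do not rest on the scaling, but the direction does. It turned to 588 higher in the male and 678 higher in the female library for STD1 vs. PID1, and to 1016 and 834 for STD2 vs. PID2. Variation between single libraries, whether from plants, dissection or library preparation, cannot be told apart from the sex of the flower.

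More genes fell than rose in PID1 vs. IND, 3.56 genes falling per gene that rose. After median-ratio scaling the figure was 1.50. That scaling centres the libraries and so brings the numbers together by design, and the pattern cannot be told apart from a difference in library scaling.

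The PID2 library was closer to STD2 (0.955) than to PID1 (0.874), and the fold changes of STD2 vs. STD1 and PID2 vs. PID1 correlated at 0.54. PID2 was also closer to IND (0.891) and STD1 (0.885) than to PID1. What sets PID1 below IND and STD1 was not tested. Floral development shared by both sexes may give the closeness of PID2 to STD2. A mixed sample is a technical explanation. Of 3922 genes at 50 FPKM or more in STD2, 0 were under 1% of that value in PID2, as male flower tissue in the PID2 sample would give. Of 4211 genes at 50 FPKM or more in PID2, 2 were under 1% of that value in STD2. Female flower tissue at 1% or more of the STD2 sample would leave 0 such genes, if it had the PID2 values. So few genes do not decide it. Shared development predicts such low numbers too. The shares limit a mixture, if the other tissue had the values of the other library. The smallest share of a STD2 value found in PID2 was 5.54%, and the smallest share of a PID2 value found in STD2 was 0.142%. The 10th smallest shares were 12.1% and 10.4%. With 12.1% of the STD2 values subtracted from PID2, PID2 correlated at 0.939 with STD2 and at 0.878 with PID1. With 10.4% of the PID2 values subtracted from STD2, PID2 correlated at 0.940 with STD2 and at 0.874 with PID1. Under that assumption, a mixture in 1 direction at these shares does not account for the order. Tissue with other values and mixing in both directions at once were not tested, so a mixture is not excluded in general. A mislabelled sample and a batch shared by the STD2 and PID2 libraries were not tested, and shared development remains a hypothesis.

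Genes that changed at initiation tended to change the opposite way at development. The fold changes of STD1 vs. IND and STD2 vs. STD1 correlated at -0.37 and those of PID1 vs. IND and PID2 vs. PID1 at -0.51. Each pair of comparisons shares a library, whose noise enters with opposite signs. With STD1 in place of the shared PID1, the female correlation was -0.421, so noise of the shared PID1 library alone does not account for it. A batch shared by the STD1 and PID1 libraries was not tested, and this pattern remains a hypothesis. With PID1 in place of the shared STD1, the male correlation was -0.044. Noise of the shared STD1 library would give this, and so would genes that truly changed in STD1 alone, and the male pattern cannot be told apart from that noise.

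JCGZ_26148, of 285 bases, had 1588 FPKM (7525 reads) in STD1 and at most 3.38 FPKM in the other 4 libraries. The median log2 fold change in STD1 vs. IND of 785 genes of 300 bases or less was 0.16. It was not compared with that of longer genes. A bias raising short genes alike would raise this median too. JCGZ_26148 rose from 0.361 FPKM (2 reads) in IND, far more than the median, which argues against such a bias as the whole cause. A bias toward some short genes cannot be excluded. RNA from another source in the STD1 sample was examined through the number of genes at 100 FPKM or more in STD1 and under 1% of that elsewhere, which was 1, this gene itself. The number was 0 for each of the other 4 libraries. The pattern cannot be told apart from a bias toward some short genes or from RNA from another source in the STD1 sample. A single gene cannot settle it, and reads shared with similar genes were not tested.

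A hypothesis on the identifiers is that the paper's JC numbers and the files' locus tags with the same 5 digits name the same gene. It was examined through recovered lengths, without expression values. Of the genes of Tables 1 to 4 with a JC number and an *Arabidopsis* locus, 60 of 60 had a length under the same digits. The 20 pairs of genes that the paper matches to the same locus had a mean absolute log2 length ratio of 0.35, against a median of 1.13 over 10000 draws of random genes. If the same 5 digits name the same gene, few draws should be as close, and 0 were. The question whether the same 5 digits name the same gene, without the locus that has the most genes, was examined with the 10 remaining pairs. Their ratio was 0.24, against a median of 1.12 over the draws, and again 0 draws were as close. This is in line with the hypothesis, but the lengths had been looked at before the test was set, and no table pairs the identifiers. No gene name was taken from it.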
